A study of Mus musculus with 3 samples.

How the data were processed

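Single-cell RNA sequencing was done on immune cells sorted from subcutaneous tumours in mice of 3 ages, 4, 12 and 20 months. Per the labels' protocols, 500000 cells of the mouse melanoma line YUMM1.7 were injected under the skin, 7 mice of each age were used, and tumours were taken 18 days later. Tumours were digested with collagenase D and DNase I, and live cells positive for the leukocyte surface protein CD45 were sorted, per the labels' protocols. Libraries were made with a PIP-seq 3′ kit, in which cells and barcoded particles are partitioned into droplets by shaking without a microfluidic chip, and sequenced on an Element AVITI, per the labels' protocols. There was 1 library per age, and the labels do not say whether cells of the 7 mice were pooled or how each mouse contributed.

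The authors deposited a matrix of raw counts per gene and cell for each library, with 55401 genes listed, and the values are whole numbers that sum to a different total in each library. The labels and file headers do not state the aligner, the counting program, the genome build, the annotation, how cells were called, whether strand was used or whether molecules or reads were counted. In what follows "count" means 1 unit of these deposited counts. Of the listed versioned gene identifiers, 54349 (98.1%) occur in GENCODE M21, which is built on GRCm38, and positions are given on that build. There are 107 symbols used more than once, and genes are counted by identifier. No deposited cell had fewer than 3555 counts at 4 months, 4493 at 12 months or 4356 at 20 months.

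Cells with at least 500 counts and at most 15% of counts from mitochondrial genes were kept. No cell fell below 500 counts, and 2 cells of the 4-month library exceeded 15%. Doublets were scored per library with Scrublet at an expected rate of 6%, and the 6% of cells with the highest score were removed, which were 863, 879 and 881 cells at 4, 12 and 20 months. Their median counts were 7885, 9082 and 8735, against 6726, 7328 and 6863 in the retained cells. The retained cells numbered 13528, 13774 and 13803.

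Counts were scaled to 10000 per cell, log-transformed, and reduced to 2000 variable genes among those seen in at least 10 cells, with values limited to 10 after scaling. From 30 principal components a graph of 15 neighbours was built and divided by the Leiden method at resolution 1.0 with seed 0, all 3 libraries together and with no batch correction. Trem1, Trem2 and the genes of all 6 lists were left out of the clustering. T-like cells were clustered again by the same steps, and monocyte/macrophage-like cells at resolution 0.5, for the latter without the 19 library-specific genes defined below.

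Cell classes were named from 20 lists of marker genes fixed before the data were examined, of which 2 symbols, Tcrg-C1 and Tcrg-C2, matched no listed gene. The group comparisons, the 6 gene lists, the rule for named genes and most alternatives were also chosen before the data were examined. How markers were scored was set only after the clusters had been seen. Each marker's log2 level, with a pseudocount of 10 CPM, was scaled from its lowest to its highest cluster, over a range of no less than 3, and averaged over the markers that no other class shared. For T-like sub-clusters this left Cd8a and Cd8b1 for the CD8 T-like score and Cd40lg alone for the CD4 T-like score. A cluster took the class with the highest mean if that was at least 0.4. At least 3 of the class's markers, shared ones included, also had to be detected in at least 10% of its cells. A cluster stayed unnamed if the 10 genes with the highest fold over all other cells held more markers of another class than of its own. That last condition was applied to T-like sub-clusters, with the markers of every other class, only after their values had been seen. The condition itself was changed several times while clusters were being named, and the strictest form was kept. A looser rule, in which the leading genes were those over the other classes only, was kept as an added alternative.

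1 cluster of 2543 cells scored highest for monocyte/macrophage-like cells but was led by Acod1 and Slpi of the neutrophil-like markers and stayed unnamed, as did 3 T-like sub-clusters. The largest of these, of 2294 cells, scored highest for CD8 T-like cells but was led by Klra7 and Klrb1c of the NK-like markers. Another, of 315 cells, scored highest for CD4 T-like cells, at 0.81, but was led by Xcl1 of the NK-like markers. The sub-cluster that was named CD4 T-like scored 0.404. The third unnamed sub-cluster, of 88 cells, had a low score and came to 98.9% from the 12-month library. Some named parts were weakly marked. None of the 9 CD8 T-like sub-clusters, nor the CD4 T-like one of 194 cells, had a marker of its class among the 10 leading genes over all other T-like cells. The same held, over all other cells, for T-like clusters of 2365 and 248 cells, monocyte/macrophage-like clusters of 2213 and 141 cells and NK-like clusters of 239 and 231 cells. These were named by their marker score, with no more markers of another class leading. Against cells of other classes only, a marker was still missing for the T-like cluster of 248 cells, for the CD4 T-like sub-cluster and for CD8 T-like sub-clusters of 1881 and 86 cells. The sub-cluster of 1881 cells was led by genes of dividing cells such as Hist1h2ao, Ube2c and Birc5, and that of 86 cells by Dpf3, Sim1, Sema5a and Slc34a2. Several clusters and sub-clusters came mostly from 1 library, so they can mark that library in place of a cell type, and the CD4 T-like sub-cluster was too weakly marked for its share to be given.

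Immune cells were all retained cells outside clusters named fibroblast-like or erythroid-like, unnamed clusters included, and no cluster was named melanoma-like, endothelial-like or keratinocyte-like. Shares of cells were given with exact Clopper-Pearson 95% intervals. Gene levels were counts summed over the cells of a class in a library, scaled to CPM of the class total, with exact Poisson 95% intervals. All intervals cover counting error only. With 1 library per age there was no test, and no difference has a replicate check.

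To compare shares of cells with at least 1 count of a gene at one depth, each cell was thinned at random to 1000 counts, which left out no cell. For each list, the median over its genes of the log2 ratio to 4 months of CPM plus 1 was taken. Its interval came from 1000 Poisson redraws of the counts. Its percentile was taken among 10000 random lists of the same size, each gene replaced by 1 of the 100 genes nearest in mean level. The lipid-associated list was Apoe, Gpnmb, Spp1, Fabp5, Fabp4, Cd9, Cd63, Lpl, Lgals3, Ctsb, Ctsd, Ctsl, Lipa and Plin2. The inflammatory list was Il1b, Il1a, Tnf, Cxcl1, Cxcl2, Cxcl3, Ccl3, Ccl4, Nlrp3, Ptgs2, Clec4e and Il1rn. The antigen presentation and interferon list was H2-Aa, H2-Ab1, H2-Eb1, Cd74, Ciita, Cxcl9, Cxcl10, Irf1, Gbp2, Isg15, Nos2 and 1 further gene that is not reported here. The alternative activation list was Mrc1, Arg1, Cd163, Retnla, Folr2, Lyve1, Tgfb1, Il10, Ccl24, Cd274, Vegfa and Selenop. The exhaustion list was Pdcd1, Havcr2, Lag3, Tigit, Ctla4, Tox, Entpd1, Cd244a, Nr4a2, Tnfrsf9, Cd38 and Cd101. The effector list was Gzmb, Gzma, Gzmk, Prf1, Ifng, Nkg7, Ccl5 and Fasl.

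Named genes were those with at least 50 CPM in the class in at least 1 library whose 12-month level lay between the other two, T cell receptor and immunoglobulin genes left out. The 5 with the largest rise and the 5 with the largest fall of log2 CPM plus 5 from 4 to 20 months were taken in each of the 2 classes. Trem1, Trem2 and the genes of the lists could be named as well. A gene was called library-specific if its level plus 5 CPM was at least 2-fold above both other libraries in T-like, NK-like, monocyte/macrophage-like and dendritic cell-like cells alike.

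The ratio and list computations were tested on simulated counts drawn from the real class means and totals, in which 200 genes were changed 2-fold. Over 10732 genes in monocyte/macrophage-like and 10639 in CD8 T-like cells, 20 against 4 months, 100% of the changed genes were recovered. Of the unchanged genes 4.73% and 4.43% fell outside their 95% interval, and 4 of 100 unchanged lists fell outside the central 95% of random lists in each class.

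Alternatives were a minimum of 1000 counts per cell, a maximum of 10% mitochondrial counts, no doublet removal, clustering at resolution 0.5, each library clustered separately, all retained cells as denominator, CD8 cells chosen by Cd8a, Cd8b1 and Cd4 counts, TMM scaling of the class totals with edgeR, macrophages of high C1q only, thinning to 2000 counts or none, and a pseudocount of 10. Chosen after the data had been seen were a minimum of 5000 and a maximum of 30000 counts per cell, the looser naming, clustering without library-specific genes, subtraction of the level in T-like cells, and lists without genes at least as high in the other class (T-like cells for the macrophage lists, monocyte/macrophage-like cells for the CD8 lists) in any library. Python 3.11.15 was used with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, scikit-image 0.26.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. Differences between single cells were not tested, and tumour growth, metastasis and the TREM1 and TREM2 proteins were not analysed here.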

Results

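Immune cells from melanoma grafts of mice aged 4, 12 and 20 months were profiled by single-cell RNA sequencing. The tumours were grown from YUMM1.7, a transplantable line derived from a melanoma of a genetically engineered mouse, injected under the skin at 500000 cells and taken after 18 days. Live CD45-positive cells were sorted, CD45 being a surface protein of leukocytes. The labels name 7 mice per age and 1 library per age, so every comparison is between 3 libraries and no difference has a replicate check. The libraries held 14393, 14653 and 14684 cells at 4, 12 and 20 months, with totals of 110371225, 127850782 and 119873564 counts. Median counts per cell were 6789, 7411 and 6936, and median genes per cell were 2613, 2772 and 2635. After filtering, 13528, 13774 and 13803 cells were retained, of which 13472, 13741 and 13756 were immune cells. Intervals are 95% intervals and cover counting error only.

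The series title names the question, how age relates to tumour macrophages that express TREM1 or TREM2, a pair of surface receptors of myeloid cells. The first comparison was of the makeup of the sorted cells. Monocyte/macrophage-like cells made up 29.4% of immune cells at 4 months (28.6 to 30.2), 27.5% at 12 months (26.7 to 28.2) and 30.8% at 20 months (30.1 to 31.6). These shares leave out an unnamed cluster that scored highest for the same class but was led by neutrophil-like markers. It held 9.43% of immune cells at 4 months, 3.09% at 12 months and 6.17% at 20 months. Under looser naming, which counted it in, the class held 38.8%, 30.6% and 37.0%. With library-specific genes left out of the clustering, unnamed cells that scored highest for the class were instead most frequent at 12 months. They held 7.07%, 8.31% and 5.48% of retained cells. Which 12-month cells were left out therefore depended on those genes, and 12-month values of the class may rest on an unlike set of cells. Against 4 months the share as named differed by −1.91 percentage points at 12 months (−2.99 to −0.842) and by 1.46 points at 20 months (0.368 to 2.55). The alternative that moved it most, clustering without library-specific genes, gave −9.73 points at 12 months. Since 6 of 10 alternatives gave the 20-month difference the opposite sign, no direction can be given for it.

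CD8 T-like cells held 25.96% of immune cells at 4 months (25.2 to 26.7), 29.7% at 12 months (29.0 to 30.5) and 38.1% at 20 months (37.3 to 38.9). The difference from 4 months was 3.76 points at 12 months (2.69 to 4.82) and 12.1 points at 20 months (11.03 to 13.2). The class held 3497, 4083 and 5240 cells. Without 1 sub-cluster, with Dapl1 and Ccr7 among its leading genes, it held 3095, 3846 and 3326. That sub-cluster took 75.0% of its cells from the 20-month library, and most of the 20-month difference lay in it. T-like cells left unnamed, most of them in a sub-cluster closest to CD8 T-like cells but led by NK-like markers, held 4.62%, 12.7% and 2.36%. Under looser naming the CD8 T-like shares were 30.2% at 4 months (29.4 to 31.0), 40.7% at 12 months (39.8 to 41.5) and 39.7% at 20 months (38.9 to 40.5). The order of 12 and 20 months therefore depended on the naming, while both stayed above 4 months under all 11 alternatives. The 12-month difference moved most with each library clustered separately, to 13.2 points, and the 20-month difference with a maximum of 30000 counts per cell, to 2.97 points, although only 11, 71 and 67 deposited cells exceeded it and the others were clustered and named anew. NK-like cells held 18.1% of immune cells at 4 months (17.4 to 18.7), 16.4% at 12 months (15.77 to 17.02) and 12.5% at 20 months (11.91 to 13.02). Regulatory T-like cells held 5.45% (5.07 to 5.85), 4.59% (4.24 to 4.95) and 3.56% (3.25 to 3.88), and dendritic cell-like cells 4.97% (4.61 to 5.35), 4.29% (3.95 to 4.64) and 5.02% (4.66 to 5.39).

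**Figure D1:**
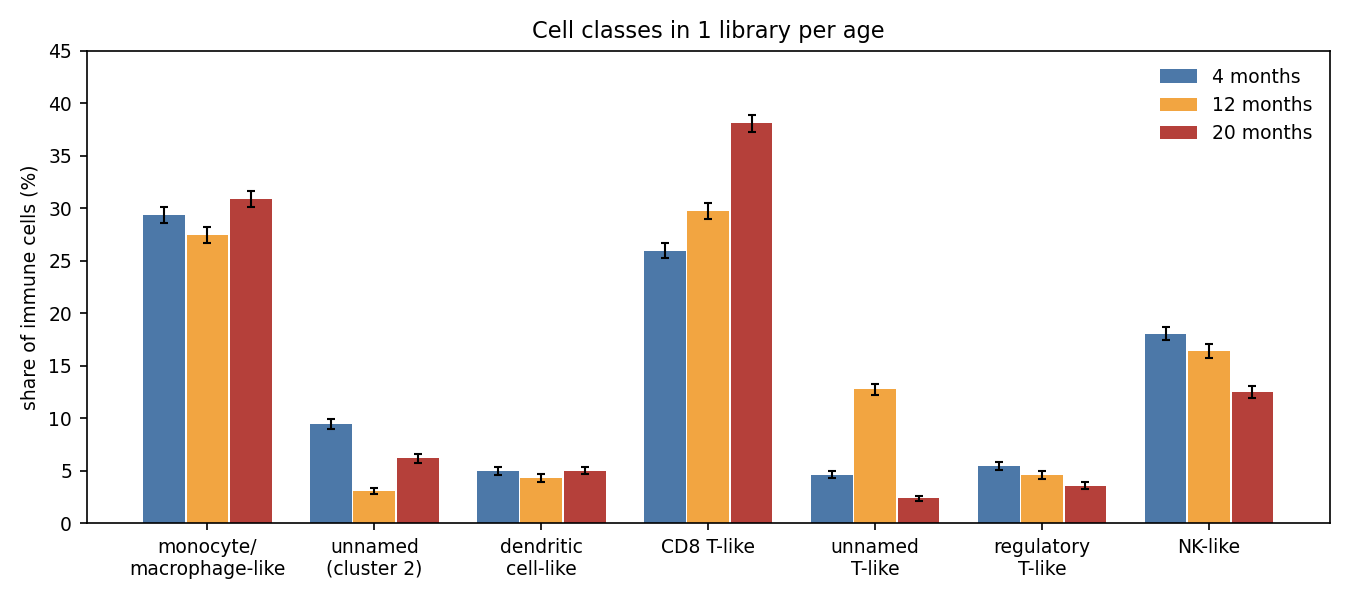
Share of immune cells (percent, vertical axis) in each cell class (horizontal axis) at 4, 12 and 20 months, with exact 95% binomial intervals for counting error only as error bars and the unnamed cells drawn as groups of their own. CD8 T-like cells stood at 25.96%, 29.7% and 38.1%, and unnamed T-like cells at 4.62%, 12.7% and 2.36%.

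The second comparison was of the RNA levels of both receptor genes in monocyte/macrophage-like cells. Both genes lie on the plus strand of chromosome 17 of GRCm38, 99477 bp apart. Trem1 (ENSMUSG00000042265.13) spans 48232768 to 48246924 and Trem2 (ENSMUSG00000023992.14) spans 48346401 to 48354147. In GENCODE M21 a processed pseudogene on the minus strand overlaps Trem1 without touching its exons, and no annotated gene overlaps Trem2. Neither gene entered the clustering.

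Levels are given as CPM, counts scaled to a common total of the class. Trem2 stood at 48.9 CPM at 4 months (46.6 to 51.4), 70.0 at 12 months (67.3 to 72.8) and 107 at 20 months (104 to 110), from 1626, 2581 and 4163 counts. The log2 ratio to 4 months was 0.52 at 12 months (0.43 to 0.61) and 1.13 at 20 months (1.04 to 1.21). Under all 12 alternatives it stayed above 0, and the one that moved it most, clusters of high C1q only, gave 0.92 at 12 months. That value rests on 891 of the 3774 cells of the class at 12 months. Trem1 stood at 41.2 CPM at 4 months (39.0 to 43.4), 34.3 at 12 months (32.4 to 36.2) and 29.0 at 20 months (27.4 to 30.8), from 1368, 1264 and 1133 counts. Its log2 ratio to 4 months was −0.26 at 12 months (−0.38 to −0.15) and −0.50 at 20 months (−0.62 to −0.39). All 12 alternatives kept it below 0, with −0.93 at 12 months when each library was clustered separately. Trem2 counts over Trem1 counts came to 1.19, 2.04 and 3.67.

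Most counts of both genes came from this class, with 71.2%, 75.2% and 68.8% of Trem1 counts and 76.9%, 81.0% and 80.7% of Trem2 counts over all retained cells. In T-like cells Trem1 was at 2.69, 2.99 and 3.05 CPM and Trem2 at 3.87, 6.17 and 10.5. Subtracting these levels left a 20-month log2 ratio of 1.09 for Trem2. The unnamed cluster led by neutrophil-like markers had Trem1 at 33.8, 29.98 and 37.4 and Trem2 at 26.4, 35.3 and 56.7 CPM, so Trem1 was not lower there at 20 than at 4 months.

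**Figure D2:**
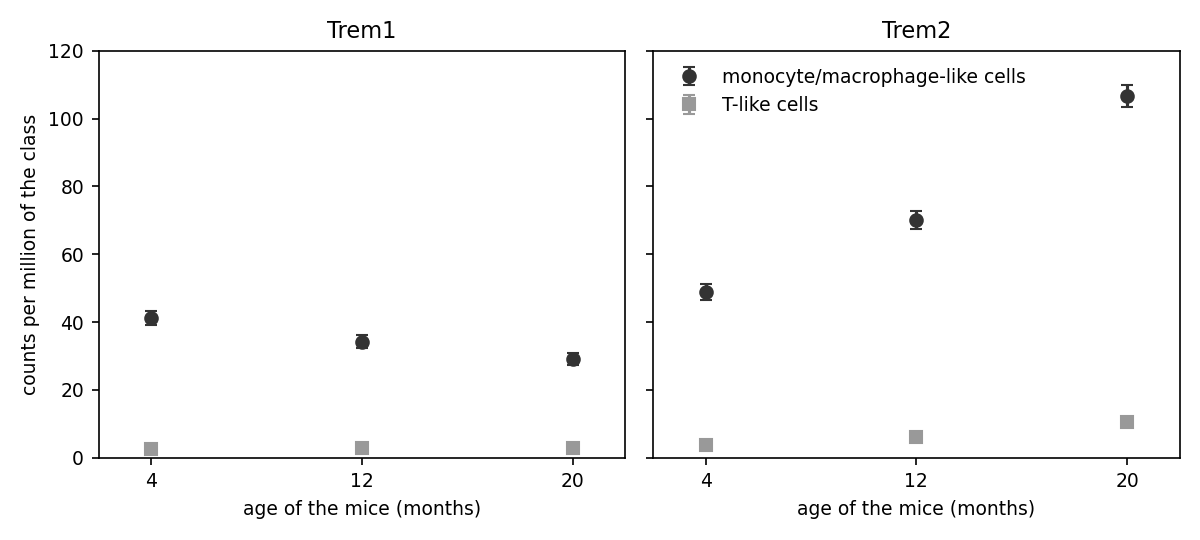
Trem1 and Trem2 levels (CPM of the class total, vertical axis) by age in months (horizontal axis) in monocyte/macrophage-like and T-like cells, points with exact 95% Poisson intervals for counting error only. In monocyte/macrophage-like cells Trem2 went from 48.9 to 70.0 and 107 and Trem1 from 41.2 to 34.3 and 29.0, and T-like cells stayed at or below 10.5.

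With each cell thinned to 1000 counts, a Trem2 count was found in 4.55% of monocyte/macrophage-like cells at 4 months (3.92 to 5.24), 5.25% at 12 months (4.56 to 6.01) and 8.49% at 20 months (7.67 to 9.37). The difference from 4 months was 0.699 points at 12 months (−0.264 to 1.67), which was not distinguishable from 0 at this number of counts, and 3.94 points at 20 months (2.88 to 5.01). A Trem1 count was found in 4.12%, 3.29% and 3.47% of cells. Its differences from 4 months, −0.833 points (−1.68 to 0.012) and −0.653 points (−1.49 to 0.174), were not distinguishable from 0 at this number of counts, and no order of 12 and 20 months is read from them. With cells thinned to 2000 counts all 4 differences excluded 0. They were −1.79 points (−2.92 to −0.661) and −2.36 points (−3.45 to −1.29) for Trem1 and 2.79 points (1.47 to 4.12) and 7.59 points (6.19 to 8.996) for Trem2. In T-like cells thinned alike the shares were 0.278%, 0.319% and 0.341% for Trem1 and 0.397%, 0.516% and 1.12% for Trem2. Median depths before thinning were 7900, 8825 and 8138 counts in monocyte/macrophage-like cells and 5289, 6263 and 5921 in T-like cells. Without thinning, 22.2%, 20.2% and 17% of monocyte/macrophage-like cells had a Trem1 count and 23.6%, 32.3% and 42.9% a Trem2 count. Cells with both genes made up 0.177%, 0.106% and 0.189% after thinning, from 7, 4 and 8 cells, against 0.187%, 0.172% and 0.294% if the genes were independent. At 2000 counts they made up 0.430%, 0.477% and 0.778%, against 0.655%, 0.673% and 0.870%. Without thinning they made up 5.74%, 6.60% and 7.61%, against 5.22%, 6.51% and 7.29%. Cells differ in depth there, which alone raises co-detection, so the unthinned values cannot decide the direction. At both equal depths co-detection lay below independence at every age, but each interval took in the value under independence.

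Within the class, 5 sub-clusters were found without the use of either gene. Trem2 was higher at 20 than at 4 months in 4 of them. It went from 90.0 (83.2 to 97.2) to 145 (140 to 151) CPM in the sub-cluster led by Cd81 and Pf4. The level went from 42.0 (38.3 to 45.9) to 87.4 (82.1 to 93.0) in that led by Ly6i and Il1b, and from 27.4 (23.2 to 32.1) to 71.6 (64.4 to 79.5) in that led by Ifit1bl1 and Cxcl11. In that led by F13a1 and Fn1 it went from 37.2 (33.2 to 41.5) to 60.3 (53.7 to 67.4). In the fifth, led by Cd36 and Ear1, with 130 cells at 4 months and 61 at 20 months, Trem2 was at 55.3 (40.5 to 73.7) and 54.3 (34.8 to 80.8). In the sub-cluster led by F13a1 and Fn1 Trem1 rose from 84.5 (78.4 to 90.9) to 110 (101 to 119), and in that led by Cd36 and Ear1 it was at 84.1 (65.6 to 106) and 61.1 (40.2 to 88.8). In the 4 sub-clusters other than the one led by F13a1 and Fn1, Trem1 was lower at 20 than at 4 months, with overlapping intervals in each. It went from 36.8 to 30.8 in that led by Ly6i and Il1b and from 15.9 to 10.1 in that led by Ifit1bl1 and Cxcl11. In that led by Cd81 and Pf4 it went from 11.4 to 8.40. Overlap of 2 such intervals does not rule out a difference, and no interval was taken for these ratios.

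**Figure D3:**
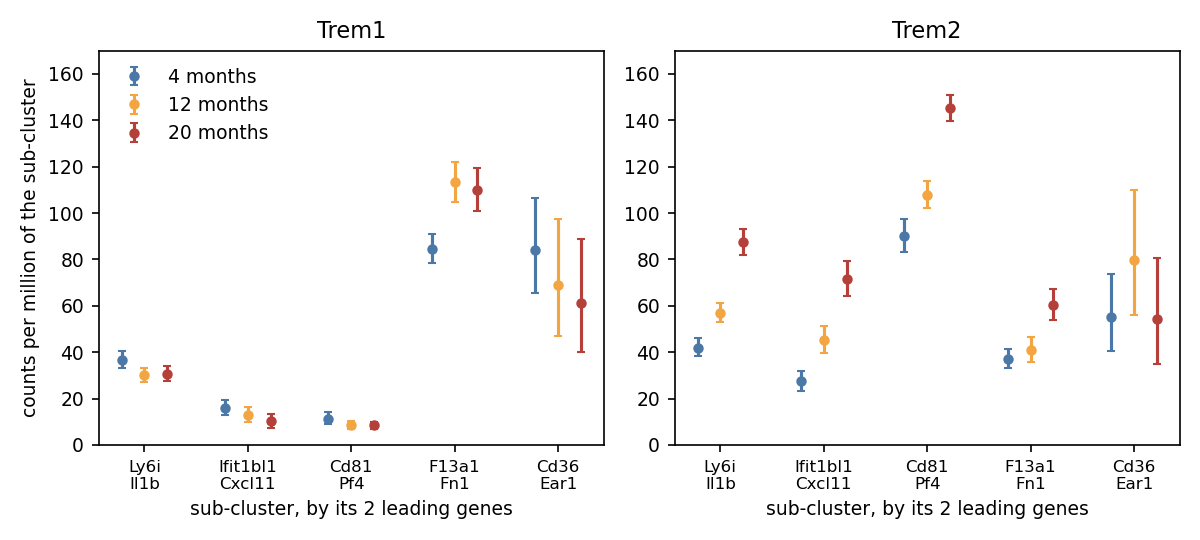
Trem1 and Trem2 levels (CPM, vertical axis) in each monocyte/macrophage-like sub-cluster (horizontal axis, by 2 leading genes) at 4, 12 and 20 months, with exact 95% Poisson intervals for counting error only. The sub-cluster led by Cd81 and Pf4 had Trem2 at 90.0, 108 and 145, and that led by F13a1 and Fn1 had Trem1 at 84.5, 113 and 110.

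The third comparison asked whether sets of genes for macrophage states differed between ages in monocyte/macrophage-like cells. The inflammatory list of 12 genes had a median log2 ratio to 4 months of 0.16 at 12 months (0.10 to 0.21; percentile 99.6 among random lists) and −0.098 at 20 months (−0.15 to −0.047; percentile 6.29). It moved most with each library clustered separately, to −0.67 at 20 months, and its 12-month median lay between 0.000 and 0.17 over the alternatives. The lipid-associated list had medians of 0.094 (−0.027 to 0.15; percentile 97.1) and −0.025 (−0.16 to 0.022; percentile 34.7), the latter of opposite sign in 3 of 13 alternatives. The antigen presentation and interferon list had medians of 0.10 (0.023 to 0.16; percentile 98.7) and −0.027 (−0.048 to −0.009; percentile 21.8), and 6 of 13 alternatives gave its 12-month median the opposite sign, as did 6 of 13 its 20-month median. The alternative activation list had medians of 0.026 (−0.059 to 0.095; percentile 71.1) and 0.072 (0.023 to 0.15; percentile 94.4), with 2 genes at 3 counts or fewer, and its 12-month median had the opposite sign in 6 of 13 alternatives. At 20 months none of these 4 lists, taken whole, lay outside the central 95% of random lists. Some genes of each list, Ccl3, Ccl4, Gpnmb, Ctsd and Il10 among them, were at least as high in T-like cells in 1 or more libraries, so background cannot be set aside for them in this class. Without these genes the 12- and 20-month medians were 0.12 (0.052 to 0.21) and −0.098 (−0.14 to −0.048) for the inflammatory list and −0.029 (−0.094 to 0.022) and −0.19 (−0.22 to −0.042) for the lipid-associated list. They were 0.19 (0.092 to 0.26) and 0.055 (0.008 to 0.062) for the antigen presentation and interferon list. For the alternative activation list they were 0.082 (−0.039 to 0.21) and 0.26 (0.16 to 0.36), with 2 of its 8 remaining genes lower at 20 months. No random lists were drawn for the shortened lists, so a difference at 20 months is not ruled out by the check on whole lists. Spp1 and Fabp5, kept in the lipid-associated list, were at 201 and 38.4 CPM at 4 months, against 164 and 33.1 in T-like cells. At 20 months they were at 115 and 26.3 against 102.5 and 24.2. Background therefore cannot be set aside for the lipid-associated median either.

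In CD8 T-like cells the median log2 change of the 3103 genes at 50 or more CPM was −0.004 at 12 months and −0.12 at 20 months, and list values are to be set against random lists that carry this shift. The exhaustion list of 12 genes had a median log2 ratio of −0.16 at 12 months (−0.21 to −0.12), at percentile 0.08 of random lists, whose median was −0.007. At 20 months it was −0.40 (−0.46 to −0.36), below all 10000 random lists, whose median was −0.12. Of the 12 genes 11 were lower, and Tigit, at 0.066 (−0.056 to 0.189), was not distinguishable from 0. The effector list of 8 genes had medians of −0.13 (−0.17 to −0.097; percentile 0.08) and −0.33 (−0.37 to −0.30; percentile 0.02), against random medians of −0.009 and −0.042. At 20 months 6 of the 8 genes were lower, and Gzmk and Ccl5 were higher. Havcr2, Entpd1 and Cd244a were higher in monocyte/macrophage-like cells than in CD8 T-like cells at all 3 ages (145, 98.8 and 124 against 85.8, 73.6 and 74.4 CPM at 4 months). Havcr2 and Cd244a fell there too, to 105 and 86.2 at 20 months, so background cannot be set aside for these genes. Without all 3 the exhaustion medians were −0.14 (−0.23 to −0.10) and −0.43 (−0.50 to −0.37), with 8 of 9 genes lower at 20 months. The exhaustion list stayed below 0 under all 13 alternatives and the effector list under all 12, and the exhaustion list moved most with each library clustered separately, to −0.86 at 20 months. Without the CD8 T-like sub-cluster with Dapl1 and Ccr7 among its leading genes, the 20-month median of the exhaustion list was −0.23 (−0.31 to −0.16).

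**Figure D4:**
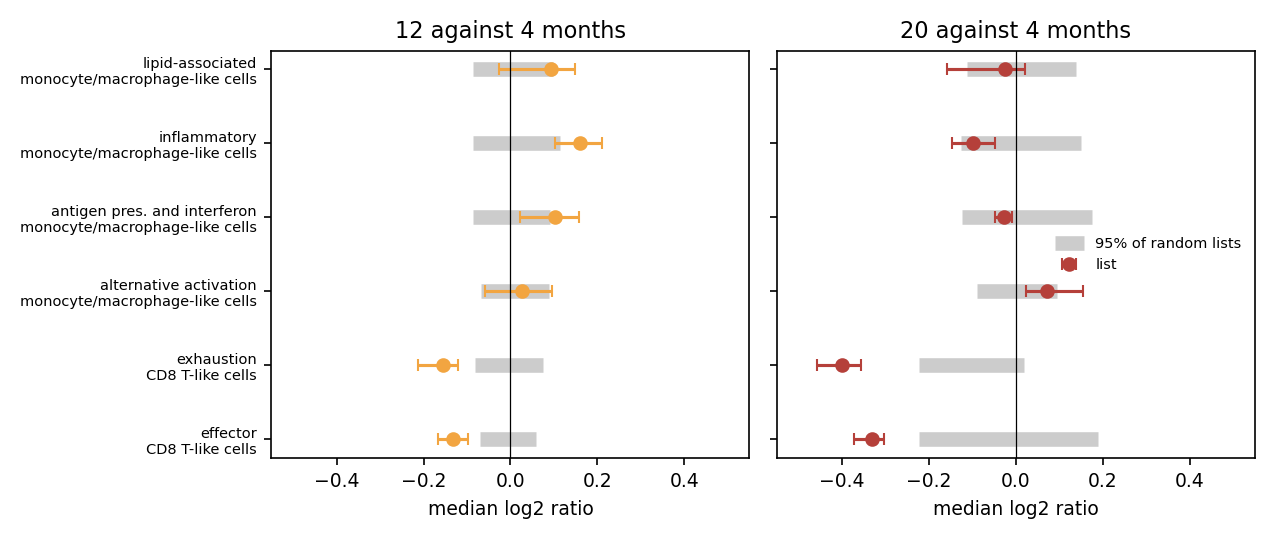
Median log2 ratio to 4 months of each gene list (horizontal axis, log2 units) at 12 and 20 months, with 95% intervals from Poisson redraws for counting error only and the central 95% of 10000 random lists matched on mean level. The exhaustion list stood at −0.16 and −0.40 and the effector list at −0.13 and −0.33, all outside the random range. At 20 months no macrophage list, taken whole, was outside it.

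Genes were then named by size of change alone, among those whose 12-month level lay between the others. In monocyte/macrophage-like cells the largest rises from 4 to 12 and 20 months were of Ak7 (1.54, 1.90 and 102 CPM), Hsd17b11 (14.6, 16.5 and 103), Pf4 (41.4, 71.5 and 113), Apoe (1739, 2883 and 3953) and Cd81 (88.4, 136 and 201). Ak7 and Hsd17b11 were high in the 20-month library in T-like cells too, at 108 and 96.7 CPM, and both were among the 19 library-specific genes. The largest falls were of Gzma (189, 127 and 63.9), Klra8 (57.1, 38.4 and 20.4), Slpi (138, 83.1 and 62.8), Gzmc (57.9, 48.9 and 25.99) and Cdkn1a (600, 476 and 296). In T-like cells Gzma was at 522, 273 and 159, Klra8 at 57.8, 41.9 and 26.2 and Gzmc at 71.0, 64.2 and 37.2, so all 3 are read as background in this class. Among the others the interval was 1725 to 1753 at 4 months and 3933 to 3973 at 20 months for Apoe, 39.3 to 43.7 and 110 to 116 for Pf4, 85.3 to 91.7 and 196 to 205 for Cd81, 134 to 142 and 60.4 to 65.4 for Slpi, and 592 to 609 and 291 to 302 for Cdkn1a.

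In CD8 T-like cells the largest rises were of Dpf3 (9.37, 28.0 and 2209 CPM), Sim1 (9.32, 242 and 964), Sema5a (1.94, 5.93 and 437), Slc34a2 (0.484, 28.1 and 152) and Ak7 (1.63, 1.99 and 110). For the first 4 of these, the 10 highest of 5240 cells at 20 months were taken for each gene on its own. They held 97.8% of the Dpf3 counts, 55.7% of the Sim1 counts, 98.4% of the Sema5a counts and 61.9% of the Slc34a2 counts. Without the 10 highest cells of each gene the 20-month levels were 48.5 for Dpf3, 427 for Sim1, 6.95 for Sema5a and 57.7 for Slc34a2. Ak7, a library-specific gene, was at a like level in monocyte/macrophage-like cells, 102 at 20 months. The largest falls were of Gzma (639, 352 and 170), Ifitm1 (243, 142 and 82.6), Ifng (367, 314 and 164.8), Nr4a2 (167, 129 and 75.8) and Klra8 (55.8, 40.6 and 26.6). Ifitm1 and Gzma led a CD8 T-like sub-cluster of 753 cells, which made up 8.9%, 3.0% and 1.7% of T-like cells. How much of the Gzma and Ifitm1 falls went with its smaller share was not computed. Nr4a2 is an early response gene, and a list of 12 such genes was lower at 20 months in all 4 large classes. The interval was 628 to 649 at 4 months and 166 to 174 at 20 months for Gzma, 236 to 249 and 79.7 to 85.5 for Ifitm1, 359 to 375 and 161 to 169 for Ifng, and 162 to 173 and 73.0 to 78.6 for Nr4a2. Klra8 was at a like level in monocyte/macrophage-like cells, at 57.1, 38.4 and 20.4, and is read as background, and Ifitm1 at 20 months was no higher than in monocyte/macrophage-like cells (88.1).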

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

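The alternatives with at least 5000 or at most 30000 counts per cell, the looser naming, clustering without library-specific genes, subtraction of the level in T-like cells and lists without genes at least as high in the other class were chosen after the data had been seen. Of 292 values recomputed under an alternative, 170 stayed within the interval of the value as reported, and 21 changed sign where that interval excluded 0. The other 101 moved out of the interval. Over all 292, whatever the interval, 31 had the opposite sign. Under every alternative run for them, these kept their direction against 4 months at both ages: Trem2 higher (log2 ratio 0.43 to 0.92 at 12 months and 0.995 to 1.21 at 20 months), Trem1 lower (−0.93 to −0.17 and −0.68 to −0.38), the CD8 T-like share higher (3.38 to 13.2 and 2.97 to 14.3 points), the exhaustion list lower (−0.57 to −0.14 and −0.86 to −0.27) and the effector list lower (−0.30 to −0.13 and −0.49 to −0.23). The monocyte/macrophage-like share kept its sign in 8 of 10 alternatives at 12 months and in 4 of 10 at 20 months. A minimum of 1000 counts per cell removed no cell and so tests nothing. All retained cells as denominator, a pseudocount of 10 and the subtraction of the level in T-like cells moved no value out of its interval.

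Differences are from 4 months throughout, in percentage points for shares and on the log2 scale otherwise, and "opposite" marks a sign opposite to the value as reported.

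Share differences with at most 10% mitochondrial counts per cell were −8.35 points at 12 months and −2.02 points at 20 months (opposite) for the monocyte/macrophage-like share. Log2 ratios with this limit were −0.38 at 20 months for Trem1 and 0.61 at 12 months for Trem2. List medians with this limit were 0.030 at 12 months for the inflammatory list and −0.046 at 12 months (opposite) and 0.006 at 20 months (opposite) for the antigen presentation and interferon list.

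Share differences with no doublets removed were 0.083 points at 12 months (opposite) and 3.97 points at 20 months for the monocyte/macrophage-like share and 5.42 points at 12 months for the CD8 T-like share. Log2 ratios with no doublets removed were −0.40 at 12 months and −0.68 at 20 months for Trem1 and 0.43 at 12 months and 0.99 at 20 months for Trem2. List medians with no doublets removed were −0.24 at 20 months for the inflammatory list and 0.11 at 20 months (opposite) for the antigen presentation and interferon list. The other list medians were −0.12 at 12 months (opposite) for the alternative activation list and −0.17 at 12 months for the effector list.

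Share differences at clustering resolution 0.5 were −8.21 points at 12 months and −1.81 points at 20 months (opposite) for the monocyte/macrophage-like share and 10.7 points at 12 months and 9.50 points at 20 months for the CD8 T-like share. The log2 ratio at clustering resolution 0.5 was 0.61 at 12 months for Trem2. List medians at clustering resolution 0.5 were 0.000 at 12 months for the inflammatory list, −0.055 at 12 months (opposite) and 0.005 at 20 months (opposite) for the antigen presentation and interferon list and −0.063 at 12 months (opposite) for the alternative activation list. Further medians came to −0.23 at 12 months and −0.28 at 20 months for the exhaustion list and −0.17 at 12 months and −0.25 at 20 months for the effector list.

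Share differences with each library clustered separately were −3.04 points at 12 months and −0.469 points at 20 months (opposite) for the monocyte/macrophage-like share, 13.2 points at 12 months and 14.0 points at 20 months for the CD8 T-like share and −1.75 points at 12 months for cells with a Trem1 count. The log2 ratio there was −0.93 at 12 months for Trem1. List medians there were 0.079 at 20 months (opposite) for the lipid-associated list, 0.035 at 12 months and −0.67 at 20 months for the inflammatory list and −0.13 at 20 months for the antigen presentation and interferon list. Remaining medians were −0.003 at 20 months (opposite) for the alternative activation list, −0.57 at 12 months and −0.86 at 20 months for the exhaustion list and −0.30 at 12 months and −0.49 at 20 months for the effector list.

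Share differences over cells of at least 5000 counts were −9.19 points at 12 months and −1.32 points at 20 months (opposite) for the monocyte/macrophage-like share and 11.8 points at 12 months and 14.3 points at 20 months for the CD8 T-like share. The log2 ratio over cells of at least 5000 counts was 0.65 at 12 months for Trem2. List medians there were 0.050 at 12 months for the inflammatory list, −0.11 at 12 months (opposite) and −0.069 at 20 months for the antigen presentation and interferon list and −0.087 at 12 months (opposite) and 0.008 at 20 months for the alternative activation list. For the other lists they were −0.33 at 12 months and −0.51 at 20 months for the exhaustion list and −0.30 at 20 months for the effector list.

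Share differences over cells of at most 30000 counts were 0.909 points at 12 months (opposite) and 5.39 points at 20 months for the monocyte/macrophage-like share and 2.97 points at 20 months for the CD8 T-like share. The log2 ratio over cells of at most 30000 counts was −0.46 at 12 months for Trem1. List medians there were 0.048 at 20 months (opposite) for the lipid-associated list, −0.16 at 20 months for the inflammatory list and 0.005 at 12 months and −0.12 at 20 months for the antigen presentation and interferon list. Medians of other lists were −0.27 at 20 months for the exhaustion list and −0.28 at 20 months for the effector list.

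Share differences under the looser naming were −8.26 points at 12 months and −1.80 points at 20 months (opposite) for the monocyte/macrophage-like share and 10.5 points at 12 months and 9.51 points at 20 months for the CD8 T-like share. Log2 ratios under the looser naming were −0.39 at 20 months for Trem1 and 0.61 at 12 months for Trem2. List medians under the looser naming were 0.031 at 12 months for the inflammatory list and −0.053 at 12 months (opposite) and 0.006 at 20 months (opposite) for the antigen presentation and interferon list. The rest came to −0.27 at 12 months and −0.28 at 20 months for the exhaustion list and −0.18 at 12 months and −0.25 at 20 months for the effector list.

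Share differences without the library-specific genes in clustering were −9.73 points at 12 months and −0.374 points at 20 months (opposite) for the monocyte/macrophage-like share and 8.60 points at 12 months for the CD8 T-like share. The log2 ratio there was 0.64 at 12 months for Trem2. List medians then were 0.033 at 12 months and −0.27 at 20 months for the inflammatory list and −0.11 at 12 months (opposite) and 0.049 at 20 months (opposite) for the antigen presentation and interferon list. Other medians were −0.26 at 12 months for the exhaustion list and −0.21 at 12 months for the effector list.

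Share differences in Cd8-positive, Cd4-negative T-like cells were 10.4 points at 12 months and 8.99 points at 20 months for the CD8 T-like share. List medians there were −0.28 at 12 months and −0.31 at 20 months for the exhaustion list and −0.23 at 20 months for the effector list.

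The list median after TMM scaling was −0.29 at 20 months for the effector list.

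The share difference in the clusters of high C1q was 3.29 points at 12 months for cells with a Trem2 count. Log2 ratios in the clusters of high C1q were −0.78 at 12 months for Trem1 and 0.92 at 12 months for Trem2. List medians in the clusters of high C1q were 0.15 at 12 months and 0.054 at 20 months (opposite) for the lipid-associated list and 0.010 at 12 months and −0.17 at 20 months for the inflammatory list. Also moved were −0.10 at 12 months (opposite) and −0.12 at 20 months for the antigen presentation and interferon list and 0.17 at 12 months and 0.002 at 20 months for the alternative activation list.

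List medians without genes at least as high in the other class were −0.029 at 12 months (opposite) and −0.19 at 20 months for the lipid-associated list, 0.19 at 12 months and 0.055 at 20 months (opposite) for the antigen presentation and interferon list and 0.26 at 20 months for the alternative activation list.

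Share differences in cells thinned to 2000 counts were −1.79 points at 12 months and −2.36 points at 20 months for cells with a Trem1 count and 2.79 points at 12 months and 7.59 points at 20 months for cells with a Trem2 count.

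Share differences in cells not thinned were −1.99 points at 12 months and −5.16 points at 20 months for cells with a Trem1 count and 8.75 points at 12 months and 19.4 points at 20 months for cells with a Trem2 count.

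The share of retained cells left unnamed differed between settings, from 0.0% at resolution 0.5 to 22.7% with no doublets removed in the 4-month library. This alters the class shares. The limits of 10% mitochondrial counts and of 30000 counts concerned only 20, 1 and 2 and 11, 71 and 67 deposited cells, so their values moved mostly as the other cells were clustered and named anew. With the first the unnamed share at 4 months was 0.814% in place of 9.39%, and with the second unnamed T-like cells at 20 months were 18.2% in place of 2.35% of retained cells. The clusters of high C1q held 2672, 891 and 3483 cells. They left out a monocyte/macrophage-like cluster of 2213 cells, 98.6% from the 12-month library. C1qa, C1qb and C1qc were among its 10 leading genes over other classes. For all other changes the cause was not tested. No paired analysis was possible because each age has 1 library and no result comes from a replicated test. The depth limits the shares of cells with a Trem1 or Trem2 count, since few cells keep a count after thinning, and the co-detection of both genes, which at 1000 counts rests on 8 cells or fewer per library. At 2000 counts all 4 differences in these shares excluded 0, while at 1000 counts only that of Trem2 at 20 months did.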

Other observations

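Tests in this part were chosen after the result they bear on had been seen, except the one on the exhaustion list, whose outcome was not known when it was chosen, and the share of thinned cells with a Trem2 count, a planned result. Each age is 1 library, so age and any difference between libraries in handling, sorting or sequencing cannot be told apart in any pattern given here.

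Trem2 was higher at 20 than at 4 months in monocyte/macrophage-like cells. Free RNA as the whole cause is argued against by the log2 ratio of 1.09 after subtracting the level in T-like cells, although Trem2 rose in T-like cells too, from 3.87 to 10.5 CPM. A changed mix of sub-clusters does not account for all of it either, since the log2 ratio with the mix held fixed was 0.84 and that from the mix alone was 0.28. Depth is argued against by the share of equally thinned cells with a Trem2 count, which was 3.94 points higher. The mix itself is defined by genes such as Pf4 and Cd81 that also rose with age, so its sizes, 18.4%, 27.9% and 38.2% for the sub-cluster led by them, may partly restate the same change. Age stays open, untested, beside library differences.

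For the lower Trem1 level at 20 months, a changed sub-cluster mix is a candidate explanation. With the mix held fixed the log2 ratio was 0.018, and from the mix alone it was −0.55. The value near 0 sums sub-clusters that went both ways, up in the one led by F13a1 and Fn1 and down in the other 4, so it does not settle the matter. The sub-cluster led by F13a1 and Fn1, high in Trem1, held 28.0%, 18.7% and 15.02% of the class, with Slpi, a gene that fell in the class, among its leading genes. The mix and a change within cells cannot be told apart here.

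The exhaustion list was lower at 20 months in CD8 T-like cells. Dapl1 or Ccr7, genes found in resting T cells, were among the 10 leading genes of 2 T-like sub-clusters. The first, in the CD8 T-like class, had both and made up 7.98%, 3.597% and 31.0% of T-like cells at 4, 12 and 20 months. The second, left unnamed, was led by Klra6 and Klra7, with Ccr7 further down, and made up 11.3%, 22.8% and 3.57%. A larger share of the first as the whole cause is argued against, since the median log2 ratio without it was −0.23 (−0.31 to −0.16) against −0.40 with it. At 12 months, when the first was less frequent than at 4 months, the median was −0.16 with it and −0.21 without. The CD8 T-like class was narrowed after this test had been chosen and run, which left the value without it as it was. Under looser naming, where both sub-clusters could enter the class, the median with both was −0.28. Part of the difference may go with these cells, how much depending on the naming, and the median change over genes at 50 or more CPM also differed, at −0.12 with the first and −0.078 without. The effector list at 20 months was at −0.32 without the first and −0.33 with it. At 12 months it was at −0.21 (−0.24 to −0.171) without the first and −0.13 (−0.167 to −0.097) with it. A further CD8 T-like sub-cluster, with Pdcd1, Lag3 and Nr4a2 of the exhaustion list among its leading genes, made up 14.0%, 7.83% and 5.00% of T-like cells. Neither list was computed with the mix of sub-clusters held fixed. A changed mix and a change within cells therefore cannot be told apart for them. Age stays open, untested. The first sub-cluster took 75.0% of its cells from the 20-month library and the second 65.6% from the 12-month library. Lymph node or blood cells in the sample, as a source of the first, are argued against by B-like cells, which were no more frequent at 20 months (0.160%) than at 4 months (0.186%).

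Early response genes, which are induced within minutes by handling or activation, were lower at 20 months in several classes. This was first seen for Fos, Junb, Dusp1, Zfp36 and Atf3, with medians of −0.56 in T-like, −0.44 in NK-like, −0.57 in monocyte/macrophage-like and −0.58 in dendritic cell-like cells. A second list of 12 such genes (Fosb, Jun, Jund, Egr1, Ier2, Ier5, Btg2, Nr4a1, Klf6, Hspa1a, Hspa1b and Ppp1r15a) was lower in 4 of 4 classes, with medians of −0.35 in T-like, −0.27 in NK-like, −0.30 in monocyte/macrophage-like and −0.13 in dendritic cell-like cells. At 12 months the medians were 0.022, 0.13, 0.27 and 0.14. Handling of the cells could produce this and cannot be told apart from age, since each age was 1 preparation. Nr4a2 of the exhaustion list is a relative of Nr4a1 and carries the same limit. The inflammatory list in monocyte/macrophage-like cells went the same way as these genes there, 0.16 at 12 months and −0.098 at 20 months. Handling cannot be set aside for that list either.

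Expression of 19 genes was at least 2-fold higher in 1 library in all 4 large classes, 6 at 4 months, 10 at 12 months and 3 at 20 months. Those at 20 months were Ak7, Hsd17b11 and Rab10os. At 12 months Gm47854 stood between 1700 and 1788 CPM in T-like, NK-like, monocyte/macrophage-like and dendritic cell-like cells, against 1.63 to 3.06 in the other libraries. The lowest class level was a median of 0.872 of the highest over the 19 genes. Because the genes were chosen for being raised in all 4 classes, this evenness is largely built in, and RNA or reads spread over all cells stay open as a source. At 4 months 4 of the 6 genes were haemoglobin genes (Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2), which are erythroid-like markers. That 10 of the genes peaked at 12 months is not what a steady change with age would give, but the genes were picked for being high in 1 library, so age cannot be told apart from the library. Clusters 98.6%, 98.7% and 98.9% of whose cells came from the 12-month library were found among monocyte/macrophage-like, T-like and NK-like cells.

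The rises of Dpf3 and Sema5a in CD8 T-like cells at 20 months may come from a few cells. The 10 highest cells held 97.8% of the Dpf3 counts, and 1 cell held 75724 of the 83608. For Sema5a 1 cell held 15566 of 16529. Without the 10 highest cells of each gene Dpf3 stood at 48.5 CPM and Sema5a at 6.95. Sim1 stayed at 427 and Slc34a2 at 57.7, but the 4-month library was not treated alike. A single-cell value of that size is hard to place as a count of molecules, and no biological explanation was tested.

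Neutrophil-like cells were rare, with 9, 11 and 5 cells at 4, 12 and 20 months, and had Trem1 at 494, 178 and 151 CPM. In dendritic cell-like cells Trem1 was at 10.96, 11.8 and 15.4 CPM.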
